A study of Mus musculus with 14 samples. Its data were reported in "Divergence of RNA localization between rat and mouse neurons reveals the potential for rapid brain evolution" (2014).

How the data were processed

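RNA of heart and hippocampus from C57BL/6 mice of 2 ages was hybridized to 14 single-colour Affymetrix arrays of the mouse genome. Pup tissue came from animals 7 days old, with 3 biological replicates and 3 arrays for each tissue. Adult RNA, from male mice 10 weeks old, was purchased, and each adult tissue had 2 biological replicates with 2 technical arrays each. The series labels do not state that the adult replicates came from separate animals, so p-values of comparisons with adults measure the spread between these samples, which may be partly technical. Other labels of the same adult arrays name each of the 4 arrays of a tissue as a biological replicate, and so does the study's text, whose methods give the adult RNA as from a male mouse in the singular. The grouping into 2 replicates follows the titles and the series design, and the other reading was run as an alternative. Age was confounded with RNA source, with preparation (mRNA isolated from the pup tissue, bought total RNA for adults) and, as far as the arrays show, with hybridization. Sex was not given for the pups.

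The deposited values were log2 expression values of 45101 probe sets. Per the study's methods the authors summarized the probes by the upper decile with RMA, version 2.0 there and in the submitters' processing notes. Background correction and any detection filter were not given in the sources used here. The deposited log2 values lay between 2.67 and 16.0 with a median of 8.85, and no value was missing. Values near 16.0 lie close to the highest value of every array and low values were not compared with background, so large folds and the ranking of the largest differences are not exact. They were neither median centred nor divided by the 10th to 90th percentile range, the scaling the methods describe, so that scaling was run as an alternative. No array signal was compared with a background level, because detection calls were not used here.

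Of the probe sets, 34958 were annotated with 1 gene, 932 with several and 9211 were unnamed here, and 64 were array controls. Symbols were checked through the Entrez identifier for 34754 probe sets, and 0 changed. Each gene was represented by the probe set with 1 gene that had the highest mean over all arrays, which left 18194 genes. Of these, 9182 had 1 probe set and 9012 had several, and for 4835 genes the brightest probe set was not the most variable. Technical arrays of an adult replicate were averaged, which gave 10 biological samples. The technical arrays of at least 1 adult replicate differed by over 2 on the log2 scale for 2225 genes and by over 4 for 258 genes.

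All 10 samples entered a single limma fit (version 3.58.1, R 4.3.3, statmod 1.5.0) with a mean for each of the 4 groups, 6 residual degrees of freedom and 3.10 prior degrees of freedom. The 5 contrasts were adult minus pup in each tissue, hippocampus minus heart at each age, and the age difference in heart minus that in hippocampus, called the interaction. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all genes of a contrast, with 0.05 as the threshold. "Rose", "fell", "higher" and "lower" refer to genes past this threshold. The number of arrays limits the precision: the median standard error of a difference was 0.34 for the age comparisons, 0.30 between pup tissues, 0.37 between adult tissues and 0.48 for the interaction. SD values are between biological samples, and SE values are those of limma.

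Before the data were examined, 31 gene lists, the comparisons, their tests, most alternatives and the rule for naming genes were fixed. Lists with at least 4 measured genes were tested with camera of limma at its preset inter-gene correlation of 0.01 and adjusted over the lists of a comparison. camera with an estimated correlation and fry were alternatives. Beside each count of called list members stands the count adjusted over the list alone. The Y-linked list, with 3 measured genes, and the X inactivation list, with 2, were too small to test. Named genes were the 8 largest increases and 8 largest decreases among called genes whose samples did not overlap between groups, up to 4 called members of each described list or 2 where none was called, a short fixed list of heart and brain genes, and the 5 largest interactions each way. Transcripts known by a clone or model number were passed over. Lists whose members are named were picked after the list tests had been seen: every list past the threshold, and some tissue lists that were not. The lists called study dendritic genes and study in situ probes hold genes the study discussed for dendrites, and are not independent evidence.

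Array agreement was measured by Pearson's r between arrays across probe sets, which are not independent replicates. The overlap of the 5% most highly expressed genes was taken between groups after ranking genes by their median rank over the samples of a group, with Wilson 95% intervals that cover the counting of genes only. The mean squared difference between arrays of different adult replicates was divided by that between technical arrays of the same replicate for each tissue. Dixon's test was applied only to 4 array measures within each adult tissue (array median, 10th to 90th percentile range, mean correlation with the other arrays and mean hybridization control), since its 4 arrays are 2 biological samples. No array lay outside, and the highest gap was 0.796 of the range.

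The procedure was tested on simulated data with 200 changed genes for each contrast. At a log2 change of 2 it recovered 59.7% of the changed genes for age in hippocampus, 44.8% for age in heart, 70.1% between pup tissues, 43.3% between adult tissues and 11.9% for the interaction. At a change of 1 the shares were 0%, 7.46%, 8.96%, 1.49% and 0%. With changed genes present, 1.02%, 6.12%, 3.57%, 8.24% and 5.26% of the calls were false in the same order, and with no gene changed there were 0 calls in each contrast. All these shares hold for 200 changed genes among 18194, fewer than were called in each contrast of the data. They are not rates for the data, where 2616 of 2925 called genes differed by at least 1 with age in hippocampus and the others by less.

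The alternatives run were each biological sample left out in turn, all arrays as samples, the RNA sample as a random block, each adult tissue as a single sample, the replicate number as a block, only the groups compared, quantile normalization, the scaling of the methods, dim genes left out, other ways to represent a gene with several probe sets, a trended and robust variance prior, the methods' t-test, other thresholds, and for correlations Spearman's coefficient. Alternatives chosen after seeing the data were the highest-variance probe set, leaving out genes with a group mean over 15, genes with technical arrays over 2 apart or heart-enriched genes, and the methods' scaling for the gene lists. Rat arrays and dendrite samples of the study were not analysed here.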

Results

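Expression in hippocampus and heart of C57BL/6 pups and adults was measured on 14 Affymetrix arrays. Each pup tissue had 3 biological replicates on 3 arrays, and each adult tissue had 2 biological replicates on 4 arrays. Expression of 18194 genes was compared on the log2 scale, and the number of arrays limits the precision of every difference. The median expression value of an array averaged 8.75 in pup hippocampus, 8.81 in pup heart, 8.85 in adult hippocampus and 8.96 in adult heart. The 18 probe sets of the hybridization controls, transcripts added at a late step, averaged 13.15 in pup hippocampus and 13.16 in pup heart. In adult hippocampus they averaged 10.80 and in adult heart 10.73. All 18 were lower in adults in each tissue. The 27 poly-A controls averaged 0.27 higher in adult hippocampus and 0.50 higher in adult heart (9 and 5 of them lower). Their means, 7.62 in each pup tissue, 7.88 in adult hippocampus and 8.11 in adult heart, lay below the array medians. They were not compared with background, so an opposite shift cannot be read from them. Every adult array differed from every pup array in RNA source and preparation as well as in age, so no batch held both ages and the age comparisons cannot be told apart from that difference.

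Arrays of the same tissue at different ages were correlated across probe sets. Average Pearson's r was 0.903 in hippocampus (SD 0.009 over 12 pairs) and 0.879 in heart (SD 0.023 over 12 pairs). Arrays within a group had average r of 0.966 in pup hippocampus, 0.941 in pup heart, 0.951 in adult hippocampus and 0.938 in adult heart. Hippocampus and heart arrays of the same age had average r of 0.898 in pups and 0.858 in adults. Pup heart replicate 3 had the lowest average r with the adult arrays of its tissue, 0.856. Of the 910 most highly expressed genes (5%), 60.5% were shared between pup and adult hippocampus (Wilson interval 57.3% to 63.7%) and 68.2% between pup and adult heart (65.1% to 71.2%). Between the tissues 74.9% were shared in pups (72.0% to 77.7%) and 79.9% in adults (77.2% to 82.4%), where chance gives 5%. At this level the groups of different age shared fewer genes than the groups of different tissue, but at the top 10% pup and adult heart shared 79.2% and the pup tissues 78.7%. Among these 4 pairs of groups, the adult tissues had the lowest average r. Among adult arrays, the mean squared difference between replicates was 1.20 times that between technical arrays in hippocampus and 0.921 times in heart.

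**Figure D1:**
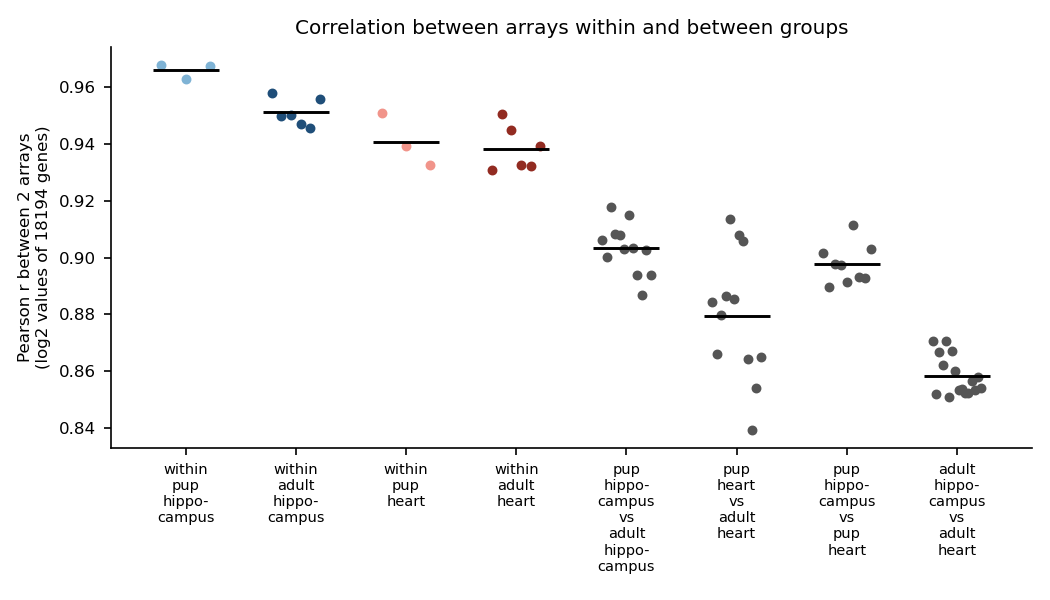
Pearson's r (y axis, no unit) between pairs of arrays across probe sets, with a point per pair. Pairs are within a group (coloured) or between groups (grey), with a black line at the mean. Pairs within a group averaged 0.938 to 0.966, above all 4 between-group means, of which the highest was 0.903.

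In hippocampus, genes of immature neurons and neurite outgrowth fell from pup to adult. Of 26 measured genes of this list, 15 were lower in adults, 1 (Eomes) was higher and 10 did not pass the test. Sox4, a transcription factor of developing neurons, fell from 14.94 ± 0.12 (SD, n = 3) to 9.94 ± 0.04 (SD, n = 2), a level 32.1-fold lower (SE 0.29 on the log2 scale, adjusted p = 9.69e-05). Of the 8 probe sets of Sox4, 4 were called lower and 1 higher. Neurod1, a transcription factor of granule neurons, fell from 14.43 ± 0.43 to 9.72 ± 0.07 (26.3-fold, adjusted p = 0.000121). Cd24a, a surface protein of immature neurons, was 29.3-fold lower and the tubulin gene Tubb2b 19.7-fold lower. Adjusted over the list alone, 17 of the genes were lower and 2 higher. Here and below, list members outside the naming rule, such as Eomes, were named after their values were seen. The list had a median difference of -2.13 (camera adjusted p = 1.06e-09, and adjusted p = 0.0305 with an estimated correlation).

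Genes of translation and respiration were also lower in adult hippocampus. Of 45 ribosomal protein genes, 19 fell, 0 rose and 26 did not pass, with a median difference of -1.33 (camera adjusted p = 2.5e-10, but adjusted p = 0.316 with an estimated correlation). Rps18 was 13.9-fold lower, Rps2 12.8-fold, Rpl10a 11.7-fold and Rps26 8.0-fold. Without probe sets of the types that can match several transcripts, Rps18 differed by 1.61 and Atp5pb, named below, by 0.37. Adjusted over the list alone, 25 were lower and 1 higher. Of 80 oxidative phosphorylation genes, 30 fell, 0 rose and 50 did not pass, with a median difference of -0.81 (camera adjusted p = 1.04e-09, but adjusted p = 0.316 with an estimated correlation). Ndufb11, a subunit of complex I, fell from 14.92 ± 0.23 to 12.02 ± 0.34, and Atp5d and Atp5pb of ATP synthase were 6.6-fold and 5.0-fold lower. The cytochrome oxidase gene Cox7a2 was 6.6-fold lower. Adjusted over the list alone, 32 were lower and 3 higher. The hybridization controls were also lower in the same adult arrays, with a mean difference of -2.35.

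Myelin genes that passed the test were higher in adult hippocampus, although the list did not pass. Of 21 measured genes 4 rose, 0 fell and 17 did not pass, with a median of 0.44 (adjusted p = 0.32, with 6 higher and 0 lower adjusted over the list alone). The list stayed uncalled in 16 of 19 alternatives. Plekhb1 rose 7.8-fold, Ermn, a cytoskeletal protein of oligodendrocytes, 4.2-fold, and the myelin genes Cnp and Mal 2.7-fold and 2.5-fold. Mbp, a major myelin protein gene, was 0.95 higher without passing (adjusted p = 0.369). However, 6 of its 8 probe sets were called higher, by 1.63 to 5.58. Of 31 synaptic genes 2 (Gabrd and Snap25) rose and 4 fell (list adjusted p = 0.153, with 3 higher and 5 lower adjusted over the list alone). Those that fell were Stx1a, of synaptic vesicle fusion (12.9-fold lower), the GABA receptor subunit gene Gabra5 (9.8-fold), the AMPA receptor subunit gene Gria2 (3.9-fold) and the glutamate receptor gene Grm5 (3.6-fold). On their chosen probe sets, Camk2a, Grin2a and Grin2b differed by -0.87, -0.63 and -0.74 without passing (adjusted p = 0.0741, 0.163 and 0.156). The other probe sets of Camk2a went both ways without passing, from -1.09 to 1.47, so no direction can be read for Camk2a. Its chosen probe set averaged 14.38 in pup hippocampus and 15.05 in pup heart. That of Grin2b averaged 14.62 and 14.72, so neither was higher in pup hippocampus than in pup heart.

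Genes that mark hippocampal fields went both ways (4 higher and 3 lower of 17, list adjusted p = 0.462, with 6 and 3 adjusted over the list alone). Dsp, Tdo2 and C1ql2, markers of the dentate gyrus, rose 10.8-fold, 4.7-fold and 2.8-fold, and Neurod6 was 4.4-fold lower. The remaining called members were Dock10, which was higher, and Zbtb20 and Grik4, which were lower. Of 18 astrocyte genes, Gja1 and Ntsr2 were higher by 2.27 and 1.94, and Aldoc was lower by a difference of -1.36, but another of the 6 probe sets of Gja1 was called lower by a difference of -1.31 and its mean over probe sets differed by -0.55 without passing (list adjusted p = 0.616, with 3 higher and 1 lower adjusted over the list alone). Gfap differed by -1.25 without passing (adjusted p = 0.129). Of 14 choroid plexus genes, Ttr, which encodes a thyroid hormone carrier made in that tissue, was 16.1-fold lower and Aqp1 2.8-fold higher (list adjusted p = 0.507, with the same counts, 1 and 1, adjusted over the list alone). Of 12 genes of striatum and thalamus, 4 were higher (Tcf7l2, Gbx2, Ppp1r1b and Penk) and 0 lower (list adjusted p = 0.153, with 4 and 0 adjusted over the list alone).

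Some transcripts of heart muscle were also measured in pup hippocampus, although the list of cardiac genes did not pass there. Actc1, the cardiac actin gene, had values of 14.76, 12.49 and 10.31 in pup hippocampus replicates 1, 2 and 3 and averaged 8.41 ± 0.15 in adult hippocampus. Myh6, the cardiac myosin heavy chain gene, had values of 11.68, 9.76 and 8.85 in the same pup replicates and averaged 6.95 ± 0.18 in adults. Of 32 genes of cardiac contraction and calcium handling, 4 fell in hippocampus (Actc1, Myh6, Kcnd2 and Atp2a2), 1 (Fhl2) rose and 27 did not pass (list adjusted p = 0.32, with 1 higher and 4 lower adjusted over the list alone). Kcnd2 and Atp2a2, which neurons also express, were 4.7-fold and 4.3-fold lower. For Actc1 and Myh6, RNA from heart in the pup hippocampus samples was not excluded.

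**Figure D2:**
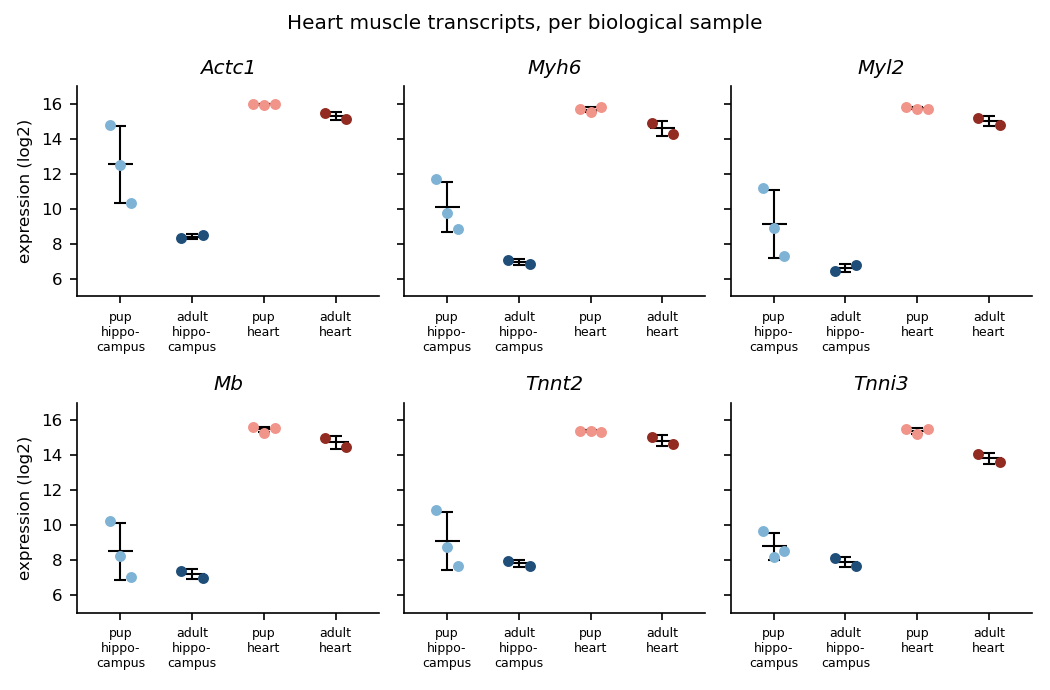
Expression (log2, y axis) of 6 heart muscle genes in each biological sample of the 4 groups (x axis), with a point per sample and black bars for mean ± SD (n = 3 pup, n = 2 adult). Within pup hippocampus, Actc1 had values of 14.76, 12.49 and 10.31, and all pup heart samples lay above every hippocampus sample for each of the 6 genes.

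The largest decreases in adult hippocampus were those of Aplnr, Fabp7, Hmgcs1, Mycs, Sox4, Crym, Cd24a and S100a10. Aplnr, the apelin receptor gene, fell from 13.58 ± 0.31 to 7.16 ± 0.01 (85.5-fold, SE 0.26, adjusted p = 1.94e-05). Fabp7, a lipid-binding protein of radial glia, was 48.2-fold lower and Hmgcs1, an enzyme of cholesterol synthesis, 35.5-fold lower. Mycs, Crym and S100a10 were 34.7-fold, 30.9-fold and 27.3-fold lower. The largest increases were those of Efcab6, Grk5, Gtpbp10, Ang, Apobec4, Matk, Igsf23 and Kazn. Ang, a secreted ribonuclease, rose from 6.22 ± 0.33 to 10.95 ± 0.18 (26.4-fold, SE 0.30, adjusted p = 0.000181). Efcab6 averaged 12.96 ± 2.59 in adults and 7.05 ± 0.36 in pups, and the technical arrays of an adult hippocampus replicate differed by 6.43. Gtpbp10, Apobec4, Matk, Igsf23 and Kazn rose by 4.81, 4.51, 4.28, 4.23 and 4.20, and Grk5 by 4.88. Technical arrays of an adult hippocampus replicate differed by up to 3.5 for Grk5, 3.1 for Gtpbp10 and 4.9 for Kazn.

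In the limma test, 2925 of 18194 genes passed between pup and adult hippocampus, 1571 higher and 1354 lower in adults, and samples of the groups did not overlap for 55.1% of all genes tested (chance gives 20%). The number of genes passing depends on taking the adult RNA as 2 biological samples. With quantile normalization more genes were lower than higher, 1451 against 1307. The count was 1631 without pup hippocampus replicate 3, 1853 without replicate 2, 634 without adult hippocampus replicate 1 and 1054 without adult replicate 2, and 0 genes passed at a false discovery rate of 0.1% in the methods' t-test on biological samples, where limma called 60. When single samples were left out, 21 of 47 named calls were lost at least once: Gtpbp10, Apobec4, Matk, Igsf23, Mycs, Kazn, Ermn, Cnp, Mal, Gja1, Ntsr2, Aldoc, Dsp, Tdo2, C1ql2, Aqp1, Actc1, Myh6, Kcnd2, Rpl10a and Rps26. The calls of Ang, S100a10, Stx1a, Atp5pb and Rps18 ended without probe sets of the types that can match several transcripts, and those of Gria2, Gja1, Aldoc, Dsp, Tdo2, Kcnd2 and Atp2a2 ended with the mean over probe sets. Other probe sets of Gja1, Kcnd2 and Dcx were called in the opposite direction to the chosen one, and the chosen probe set of Dcx, a microtubule protein of migrating neurons, differed by 0.47 without passing (adjusted p = 0.456).

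In heart, the genes of the extracellular matrix fell from pup to adult. Of 24 measured genes 11 were lower in adults, 2 (Mfap2 and Mfap4) were higher and 11 did not pass, with a median difference of -0.90 (camera adjusted p = 3.26e-05, but adjusted p = 0.238 with an estimated correlation). Postn, a matrix protein of fibroblasts, fell from 15.15 ± 0.11 (SD, n = 3) to 8.18 ± 0.13 (SD, n = 2), a level 125.3-fold lower (SE 0.31, adjusted p = 5.65e-05). The collagen genes Col5a2, Col1a2 and Col3a1 were 31.8-fold, 22.7-fold and 14.6-fold lower. Adjusted over the list alone, 13 were lower and 5 higher. Genes of the cell cycle fell as well, with 9 of 33 lower, 1 (Bub1) higher and 23 not passing. Rrm2, of deoxynucleotide synthesis, was 19.2-fold lower, and the mitotic genes Plk1, Cdk1 and Cdca8 were 5.2-fold, 4.7-fold and 4.3-fold lower. The cell cycle list had a median of -0.54 (camera adjusted p = 0.000381, but adjusted p = 0.101 with an estimated correlation, with 11 lower and 1 higher adjusted over the list alone).

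Genes of energy metabolism and of translation were lower in adult heart. Of 80 oxidative phosphorylation genes 39 fell, 0 rose and 41 did not pass (median -1.04, camera adjusted p = 8.92e-16, but adjusted p = 0.202 with an estimated correlation, with 44 lower and 0 higher adjusted over the list alone). The complex I gene Ndufa5 was 10.4-fold lower, and the ATP synthase genes Atp5md, Atp5l and Atp5j were 10.0-fold, 8.0-fold and 7.5-fold lower. Of 45 ribosomal protein genes 29 fell, 2 (Rps16 and Rpl3l) rose and 14 did not pass (median -1.79, camera adjusted p = 9.76e-13, but adjusted p = 0.202 with an estimated correlation, with 31 lower and 3 higher adjusted over the list alone). Rps18, Rpl38, Rpl27a and Rpl10a were 13.7-fold, 9.9-fold, 9.5-fold and 9.1-fold lower. Of 27 fatty acid oxidation genes 7 fell, 1 (Echs1) rose and 19 did not pass (median -0.58, camera adjusted p = 0.00793, but adjusted p = 0.238 with an estimated correlation, with 9 lower and 2 higher adjusted over the list alone). The dehydrogenase genes Hadh, Acadl and Etfdh were 5.4-fold, 3.7-fold and 2.9-fold lower, and Acot2 3.5-fold. Of 18 glycolysis genes, Pgk1, Ldha and Pgam1 fell (-2.57, -2.25 and -2.18) and 15 did not pass (median -0.54, camera adjusted p = 0.0111, but adjusted p = 0.202 with an estimated correlation, with 4 lower and 0 higher adjusted over the list alone). The hybridization controls differed by -2.43 on average between the same adult and pup arrays.

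Contractile genes were lower in adult heart more often than higher. Of 32 genes of cardiac contraction and calcium handling 9 fell, 1 (Tcap) rose and 22 did not pass (median -0.75, camera adjusted p = 0.00037, but adjusted p = 0.308 with an estimated correlation, with 12 lower and 2 higher adjusted over the list alone). Ckm, the muscle creatine kinase gene, was 5.5-fold lower, the calcium release channel gene Ryr2 4.5-fold, Casq2, a calcium store protein, 4.2-fold and Trdn 3.9-fold. Of 14 fetal cardiac genes 7 fell, 2 (Acta1 and Cnn1) rose and 5 did not pass (list adjusted p = 0.13, with 7 lower and 3 higher adjusted over the list alone). Tnni1, the troponin I gene of slow skeletal and fetal heart muscle, fell from 14.12 ± 0.78 to 10.17 ± 1.10 (15.4-fold, adjusted p = 0.0103). Nppa, the atrial natriuretic peptide gene, was 4.5-fold lower, Actn1 4.4-fold and Acta2 4.1-fold. Myh7, the fetal myosin heavy chain gene of mouse heart, was 3.2-fold lower (adjusted p = 0.0159), and Myh6, the adult one, differed by -1.07 without passing (adjusted p = 0.291). Tnni3, the adult troponin I gene, was 2.9-fold lower (adjusted p = 0.028).

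Of 18 imprinted genes and genes of fetal growth, 4 fell in heart (Plagl1, Grb10, Igf2 and Meg3), 0 rose and 14 did not pass (list adjusted p = 0.314, with 4 lower and 0 higher adjusted over the list alone). They were 12-fold, 10.8-fold, 5.2-fold and 2.8-fold lower. For Igf2 and Plagl1 a probe set other than the chosen one was called in the opposite direction, with differences of 2.16 and 2.49. In hippocampus 2 genes of this list were lower (Plagl1 and Meg3) and 1 (Sgce) higher (list adjusted p = 0.582, with 2 lower and 3 higher adjusted over the list alone), but both other probe sets of Plagl1 were called higher there, by 1.74 and 1.27. The largest decreases in adult heart were those of Postn, Tceal9, Col5a2, Pxdn, Col1a2, Sox4, Aplnr and Rrm2. Tceal9 was 41.2-fold lower, Pxdn, a matrix peroxidase, 30.4-fold, Sox4 20.7-fold and Aplnr 19.8-fold. Other probe sets of Sox4, Ang, Meg3, Actn1 and Acadl were called in the opposite direction to the chosen one in heart. The largest increases were those of Efcab6, Mybl1, Bik, Zfp667, Sec1, Sting1, Glis3 and Ang. Bik, a proapoptotic gene, rose from 7.88 ± 0.32 to 12.03 ± 0.01 (17.8-fold, SE 0.27, adjusted p = 0.0002), and Ang rose 14.5-fold. Mybl1, Zfp667, Sec1 and Sting1, an innate immune sensor, rose 18-fold, 16.4-fold, 15.5-fold and 15.2-fold. Efcab6 and Glis3 were higher by 5.48 and 3.91, with technical arrays that differed by up to 6.83 and 7.2.

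In the limma test, 3750 genes passed between pup and adult heart, 2044 higher and 1706 lower in adults, and samples of the groups did not overlap for 48.7% of all genes tested (chance gives 20%). The number of genes passing depends on taking the adult RNA as 2 biological samples. With quantile normalization 1996 genes were lower and 1740 higher. The count was 1234 without adult heart replicate 1, 1581 without adult heart replicate 2 and 1654 with only the groups compared, and the methods' t-test on biological samples called 67, or 0 at a false discovery rate of 0.1% where limma called 151. When single samples were left out, 16 of 49 named calls were lost at least once: Zfp667, Igf2, Meg3, Tnni1, Nppa, Actn1, Acta2, Ryr2, Acot2, Etfdh, Pgam1, Rpl27a, Rpl10a, Myh7, Tnni3 and Efcab6. Without probe sets of the types that can match several transcripts, the differences of Rrm2, Acta2 and Rps18 in heart were 0.35, 1.81 and 0.94, and the calls of Cdca8 and Hadh ended. Those of Bik, Plagl1, Igf2, Actn1, Acta2, Ryr2, Trdn, Acadl and Etfdh ended with the mean over probe sets, and that of Glis3 with all arrays as samples.

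**Figure D3:**
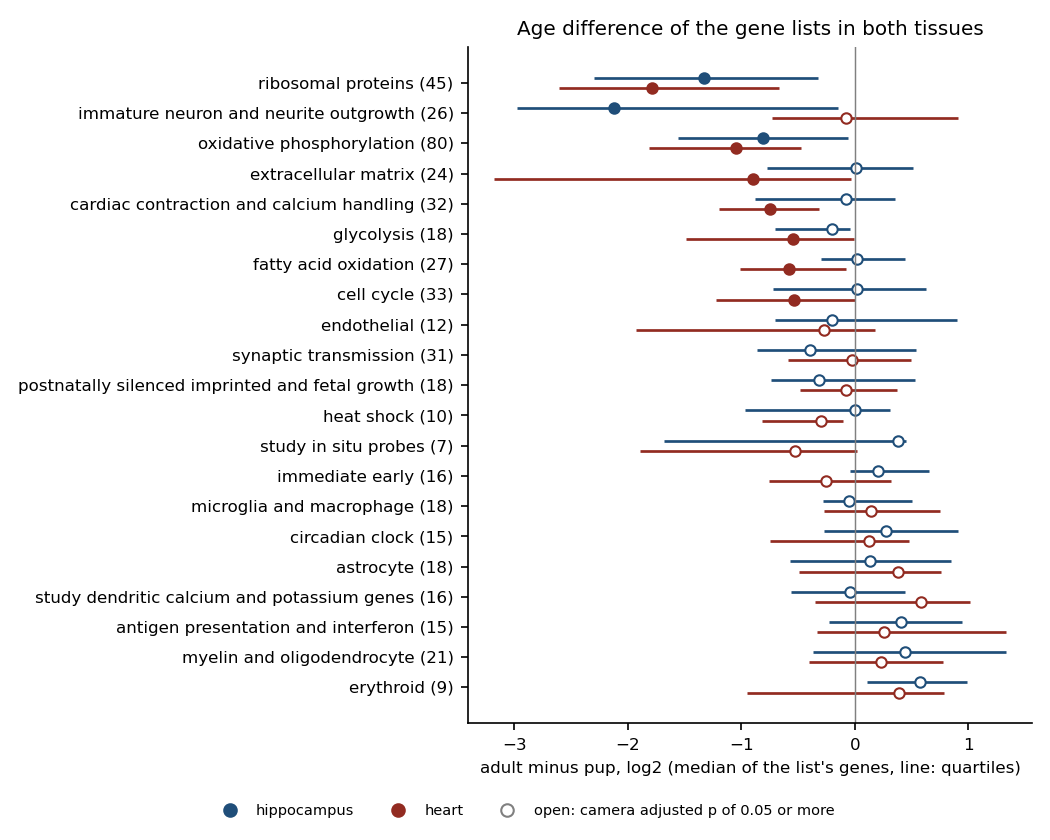
Adult minus pup difference (log2, x axis) of the 21 gene lists tested in both tissues, with the number of measured genes in parentheses, a point at the median of the genes of a list, a line between the quartiles, and a filled point where the camera adjusted p was under 0.05 at the preset correlation. The ribosomal protein median was -1.33 in hippocampus and -1.79 in heart, and the median of immature neuron genes was -2.13 in hippocampus and -0.08 in heart.

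Many genes changed in the same direction with age in both tissues. Adults were higher in both tissues for 513 genes (176 for independent lists of these sizes) and lower in both for 649 (127 for independent lists). Opposite changes were called for 20 genes that were higher in adult hippocampus and lower in adult heart and for 68 the other way (147 and 152 for independent lists). Age differences in the tissues were correlated across genes with r = 0.48, and genes are not independent replicates. The age comparisons share no samples, but adult RNA of both tissues came from the same kind of source. They also share the variance estimate of each gene, so the counts for independent lists are not an exact baseline. Aplnr and Tubb2b fell in each tissue on their chosen probe sets.

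**Figure D4:**
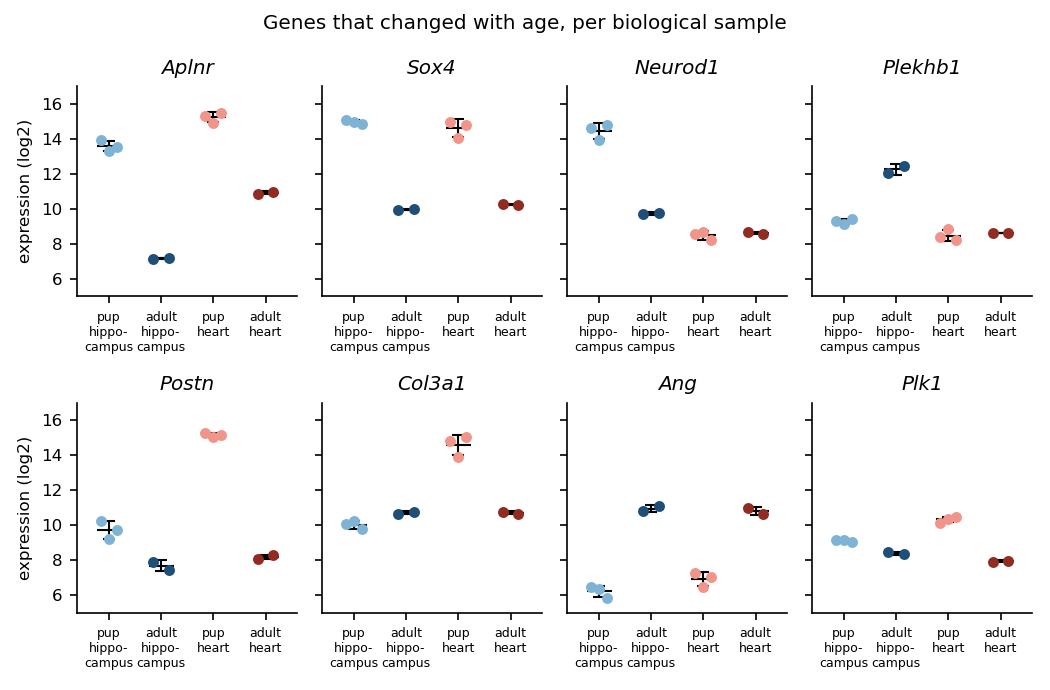
Expression (log2, y axis) of 8 genes in each biological sample of the 4 groups (x axis), with a point per sample and black bars for mean ± SD (n = 3 pup, n = 2 adult). Aplnr and Sox4 were lower and Ang was higher in adults of both tissues, Neurod1 was 26.3-fold lower and Plekhb1 7.8-fold higher in adult hippocampus, and Postn, Col3a1 and Plk1 were 125.3-fold, 14.6-fold and 5.2-fold lower in adult heart.

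The age difference itself differed between the tissues for genes of immature neurons and, in the opposite sense, of the matrix. Of 26 immature neuron genes 10 had a positive interaction, which means a more positive age difference in heart than in hippocampus, 0 a negative one and 16 did not pass (median 1.15, camera adjusted p = 2.17e-07, and adjusted p = 0.048 with an estimated correlation, with 13 positive and 1 negative adjusted over the list alone). Neurod1 differed by 0.14 with age in heart and by -4.72 in hippocampus (interaction 4.86, SE 0.40, adjusted p = 0.00206). Of 24 matrix genes 5 had a negative interaction (Postn, Col5a2, Col3a1, Fn1 and Col6a3) and 0 a positive one (median -1.20, camera adjusted p = 3.11e-05, but adjusted p = 0.315 with an estimated correlation, with 13 negative and 2 positive adjusted over the list alone). Postn differed by -6.97 in heart and by -2.04 in hippocampus (interaction -4.93, adjusted p = 0.00249). For the cell cycle list the median interaction was -0.58, with 1 of 33 genes called, Plk1 (camera adjusted p = 0.00187, but adjusted p = 0.0605 with an estimated correlation, with 2 negative and 0 positive adjusted over the list alone). For ribosomal proteins and oxidative phosphorylation 0 of 45 and 0 of 80 genes had an interaction (list adjusted p = 0.247 and 0.138). The interaction stayed uncalled in 17 of 19 alternatives for the ribosomal list and in 14 of 19 for oxidative phosphorylation.

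The largest positive interactions were those of Cep295 (6.18), Ttr (5.75), L1cam, a neural adhesion molecule (5.72), Prmt8 (4.98) and Neurod1 (4.86). The largest negative ones were those of Mynn (-5.19), Dsp (-4.96), Postn (-4.93), Col5a2 (-4.61) and Tcf7l2 (-4.57). Technical arrays of Mynn in adult heart differed by up to 3.8, and other probe sets of Mynn were called lower in adult hippocampus (-3.17 and -1.68). With the mean over probe sets the interaction of Mynn was -0.07, and over its alternatives adjusted p ranged from 0.00523 to 0.931. For Tcf7l2 another probe set had an interaction of 2.12, and the calls of Dsp and Tcf7l2 also ended with the mean over probe sets. In the limma test 669 genes had an interaction, 445 positive and 224 negative, and 1 at a false discovery rate of 0.1%. The count was 420, 294 and 370 without pup hippocampus replicates 1, 2 and 3. It was lower than each of these without an adult replicate, which leaves 1 sample in a group. Dsp and Col5a2 of the 10 named calls were lost at least once when single samples were left out. These counts depend on taking the adult RNA of each tissue as 2 biological samples. With 1 sample per adult tissue, the spread between adult samples cannot be measured.

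In pups, genes of neurons were higher in hippocampus and genes of heart muscle and fat oxidation were higher in heart. Of 26 immature neuron genes 15 were higher in hippocampus, 0 lower and 11 did not pass (median 1.38, camera adjusted p = 1.15e-15, and adjusted p = 0.00703 with an estimated correlation, with 16 and 0 adjusted over the list alone). Nnat, an imprinted gene of the developing brain, averaged 15.61 ± 0.07 in hippocampus and 7.13 ± 0.86 in heart (n = 3 each), a level 357.8-fold higher (SE 0.43, adjusted p = 3.28e-06). Its hippocampus value lies close to the highest array value and its heart value was not compared with background, so this fold is not exact. Crmp1, Mapt, the gene of the microtubule protein tau, and Neurod1 were 83.1-fold, 69.1-fold and 62.1-fold higher. Of 31 synaptic genes 10 were higher and 0 lower (camera adjusted p = 9.76e-05, and adjusted p = 0.0168 with an estimated correlation, with 12 and 0 adjusted over the list alone). Gabra5 was 179.1-fold higher, Stx1a 35.5-fold, and the AMPA receptor genes Gria1 and Gria2 32.4-fold and 29.5-fold.

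Of 18 astrocyte genes 8 were higher in pup hippocampus, 1 (Gja1) lower and 9 did not pass (camera adjusted p = 0.00178, but adjusted p = 0.0818 with an estimated correlation, with 9 and 1 adjusted over the list alone). Aldoc, a glycolytic enzyme of astrocytes, was 134.9-fold higher, Apoe 20-fold, Slco1c1 6.3-fold and the water channel gene Aqp4 5.6-fold. Of 16 study dendritic genes, 4 were higher and 0 lower, with 4 and 0 adjusted over the list alone. The list had camera adjusted p = 0.0366, but adjusted p = 0.0999 with an estimated correlation. The genes called were Camk2n2 (29.7-fold), Rab15 (7.2-fold), Rab10 (3.8-fold) and Syt17 (1.8-fold), and the list is not independent evidence. This list did not pass without pup hippocampus replicate 1 (adjusted p = 0.0929) or without pup heart replicate 3 (adjusted p = 0.121).

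Of 32 genes of cardiac contraction and calcium handling 24 were lower in pup hippocampus than in pup heart, 1 (Kcnd2) was higher and 7 did not pass (median -4.37, camera adjusted p = 2.69e-18, and adjusted p = 0.0323 with an estimated correlation, with 26 and 1 adjusted over the list alone). Mb, the myoglobin gene, averaged 8.50 ± 1.62 in hippocampus and 15.46 ± 0.16 in heart (125.2-fold lower, SE 0.66, adjusted p = 0.000118). Myl2, Tnni3 and Tnnt2 were 99.9-fold, 96.9-fold and 77.2-fold lower. The spread of Mb within pup hippocampus came from values of 10.22, 8.25 and 7.01 in replicates 1, 2 and 3. Of 27 fatty acid oxidation genes 20 were lower in hippocampus and 0 higher (median -2.58, camera adjusted p = 8.83e-16, and adjusted p = 0.00816 with an estimated correlation, with 23 and 0 adjusted over the list alone), among them the acyl-CoA dehydrogenase genes Acadl (23.2-fold), Acadvl (23.1-fold) and Acadm (17-fold) and Hadhb (20-fold). Of 80 oxidative phosphorylation genes 35 were lower and 1 (Ndufb2) higher (median -0.97, camera adjusted p = 3.85e-12, but adjusted p = 0.0999 with an estimated correlation, with 42 and 2 adjusted over the list alone). The muscle isoform genes Cox8b and Cox7a1 were 45.5-fold and 30.6-fold lower and Uqcrfs1 7.3-fold. Ndufb2 was 17.2-fold higher on the chosen probe set, while 2 other probe sets of it were called the other way.

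Matrix, endothelial and cell cycle genes were also lower in pup hippocampus than in pup heart. Of 24 matrix genes 13 were lower and 0 higher (median -1.91, camera adjusted p = 9.73e-10, and adjusted p = 0.0422 with an estimated correlation, with 17 lower and 1 higher adjusted over the list alone), and Postn, Col3a1, Col6a3 and Col5a2 were 43.0-fold, 23.5-fold, 11.6-fold and 11.3-fold lower. Of 12 endothelial genes 5 were lower (Cdh5, Tie1, Esam, Tek and Egfl7) and 0 higher (camera adjusted p = 0.00089, and adjusted p = 0.0323 with an estimated correlation, with 6 and 0 adjusted over the list alone). Cdh5, which encodes an endothelial cadherin, was 12-fold lower, Tie1 3.8-fold, Esam 3.6-fold and Tek 3.5-fold. Of 33 cell cycle genes 9 were lower and 0 higher (camera adjusted p = 1.05e-05, and adjusted p = 0.012 with an estimated correlation, with 10 and 0 adjusted over the list alone), with Rrm2 5.2-fold, Cdk1 3.9-fold, Ccna2 3.7-fold and Ube2c 3.4-fold lower.

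The 8 largest increases in pup hippocampus over heart were those of Nnat, Crym, Fabp7, Gabra5, Nsg2, Elmod1, Aldoc and Pou3f3, from 357.8-fold for Nnat to 126.9-fold for Pou3f3. The 8 largest decreases were those of Mb, Myl2, Tnni3, Eno3, Tnnc1, Tnnt2, Trim63 and Ttn, from 125.2-fold for Mb to 74.2-fold for Ttn, the gene of the giant sarcomere protein titin. In the limma test 2856 genes passed between the pup tissues, 1505 higher and 1351 lower in hippocampus, and samples of the groups did not overlap for 31.7% of all genes tested (chance gives 10%). The methods' t-test called 953 genes on the same values, and 0 at a false discovery rate of 0.1% where limma called 670. Leaving out single samples lost the calls of Syt17 and Ccna2 among 49 named, the mean over probe sets those of Syt17, Rrm2 and Ndufb2, and leaving out probe sets of the types that can match several transcripts those of Stx1a and Rrm2.

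Between the adult tissues 6 of 21 gene lists passed, those of heart muscle, fatty acid oxidation, oxidative phosphorylation, immature neurons, synapses and astrocytes. Of 32 genes of cardiac contraction and calcium handling 24 were lower in adult hippocampus than in adult heart, 1 (Kcnd2) was higher and 7 did not pass (median -3.24, camera adjusted p = 1.74e-14, but adjusted p = 0.0929 with an estimated correlation, with 25 and 1 adjusted over the list alone). Myl2, a ventricular myosin light chain gene, averaged 6.60 ± 0.23 in hippocampus and 14.99 ± 0.27 in heart (n = 2 each), a level 335.4-fold lower (SE 0.94, adjusted p = 0.000671). Myh6, Mb and Tnnt2 were 197.2-fold, 184.4-fold and 128.1-fold lower. Of 27 fatty acid oxidation genes 18 were lower and 0 higher (median -2.13, camera adjusted p = 6.26e-11, and adjusted p = 0.0438 with an estimated correlation, with 20 and 0 adjusted over the list alone), with Cpt2 17.3-fold, Acadvl 13.6-fold, Acadl 12-fold and Hadhb 10.3-fold lower. Of 80 oxidative phosphorylation genes 21 were lower and 2 (Ndufb2 and Cox8a) higher (median -0.73, camera adjusted p = 8.46e-06, but adjusted p = 0.302 with an estimated correlation, with 23 and 2 adjusted over the list alone). Cox8b and Cox7a1 were 54.8-fold and 51.7-fold lower, Atp5g1 7.0-fold lower and Ndufb2 25.2-fold higher on its chosen probe set. Its other probe sets differed by -0.14 and -0.73 between the adult tissues.

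Of 26 immature neuron genes 12 were higher in adult hippocampus than in adult heart, 2 (Dbn1 and Tbr1) lower and 12 did not pass (median 1.09, camera adjusted p = 0.00102, but adjusted p = 0.0929 with an estimated correlation, with 13 and 3 adjusted over the list alone). Nnat was 31.8-fold higher, Tubb2b 24.1-fold, Crmp1 16.7-fold and Basp1, of growth cones, 9.6-fold. Of 31 synaptic genes 10 were higher and 0 lower (camera adjusted p = 0.00102, but adjusted p = 0.0591 with an estimated correlation, with 10 and 0 adjusted over the list alone). Snap25 and Vamp2, of synaptic vesicle fusion, were 19.1-fold and 15.1-fold higher, Gria1 16.6-fold and Slc32a1, the vesicular GABA transporter gene, 10.9-fold. Of 18 astrocyte genes 8 were higher and 1 (Aldh1l1) lower (camera adjusted p = 0.00102, but adjusted p = 0.099 with an estimated correlation, with 9 and 1 adjusted over the list alone), with Aldoc 18-fold, Apoe 9.2-fold, Aqp4 6.2-fold and Ntsr2 4.8-fold higher.

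The 8 largest increases in adult hippocampus over heart were those of Rtn1, Kif5c, Pacsin1, Nefl, Ttll7, Nefm, Nsmf and Nnat. Rtn1, a neuronal reticulon gene, was 72.0-fold higher, the kinesin gene Kif5c 48.8-fold and the neurofilament genes Nefl and Nefm 41.4-fold and 32.6-fold. The 8 largest decreases were those of Myl2, Myh6, Mb, Tnnt2, Actc1, Tnni3, Cox8b and Mrpl52. In the limma test 3580 genes passed between the adult tissues, 1722 higher and 1858 lower in hippocampus, and samples of the groups did not overlap for 66.0% of all genes tested (chance gives 33.3%). With quantile normalization 1912 were higher and 1713 lower. The count was 6137 with all arrays as samples, but it fell far below 3580 in the methods' t-test on biological samples. It also fell below 3580 when an adult sample was left out or each adult tissue was 1 sample. Such fits leave 1 sample in a group. When single samples were left out, Slc32a1, Apoe and Atp5g1 of 34 named calls were lost at least once. This tally does not cover the other alternatives. The call of Atp5g1 also ended with the mean over probe sets, and another probe set of Tnnt2 was called in the opposite direction.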

Values the study reported

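The study reported average correlations between adult and pup mouse arrays of 0.96 in hippocampus and 0.87 in heart. At a false discovery rate of 0.1% its t-test found a difference between adult and pup for a single gene in mouse hippocampus and for none in mouse heart.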

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

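The tests of the difference between tissues were planned, while the count of unnamed probe sets was chosen only after the data were seen. The age difference was tested between heart and hippocampus, and 669 genes differed. That count and the calls of the genes listed here depend on taking the adult RNA of each tissue as 2 biological samples. Genes whose age difference was more negative in heart were Mynn (-5.19), Dsp (-4.96), Postn (-4.93), Col5a2 (-4.61), Tcf7l2 (-4.57), Col3a1 (-4.55), Pxdn (-3.30), Tceal9 (-3.27) and Grb10 (-3.04). Smaller differences of this sign were those of Plekhb1 (-2.82), Trdn (-2.68), Casq2 (-2.23), Ckm (-2.18), Plk1 (-1.67) and Plagl1 (-1.62).

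Genes whose age difference was more negative in hippocampus included Aplnr (2.11) and the neuronal genes Neurod6 (2.81), Gria2 (3.11), Stx1a (3.29), Cd24a (3.39), Gabra5 (4.25), Neurod1 (4.86) and L1cam (5.72). Aldoc (2.91), Hmgcs1 (3.32), Crym (4.52), Fabp7 (4.80), Prmt8 (4.98), Ttr (5.75) and Cep295 (6.18) had the same sign. Sec1 (3.44), Mybl1 (3.77), Sting1 (3.83) and Bik (4.11) rose in heart, and their differences in hippocampus, 0.51, 0.40, 0.10 and 0.04, did not pass. The gene lists whose age difference differed between tissues were immature neuron genes (median 1.15), cell cycle genes (-0.58) and matrix genes (-1.20). The last 2, cell cycle and matrix genes, did not pass with an estimated correlation (adjusted p = 0.0605 and adjusted p = 0.315). Other probe sets of several listed genes went the other way, those of Mynn and Tcf7l2 among them. A probe set of Gria2 differed with age by -0.79 in heart and 1.23 in hippocampus. The values for a probe set of Bik were -1.47 and 0.43, and for a probe set of Grb10 0.33 and -0.85.

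Of the 9211 probe sets without a gene name here, which no comparison used, 9160 were tested. Among these, 1213 differed between pup and adult hippocampus (914 higher and 299 lower in adults), or 13.2% against 15.1% of named ones. In heart 1560 of them differed (1257 higher and 303 lower), or 17% against 20.5% of named ones.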

How the results depend on the processing

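Alternatives chosen after seeing the data were the highest-variance probe set, the methods' scaling for the gene lists, and leaving out bright genes, genes with technical arrays over 2 apart or heart-enriched genes. Of 189 called results of named genes, 188 kept their call with quantile normalization and 188 with the methods' scaling, 187 with all arrays as samples, 166 with the mean over probe sets, 114 with each adult tissue as 1 sample and 68 in the methods' t-test on biological samples. Leaving out a pup sample ended 3 to 9 of these calls and leaving out an adult sample 21 to 28, where the lone sample left is assumed to vary like the other groups. Of 29 called lists, 10 kept their call with an estimated correlation, under which adjusted p reached 0.316. All 29 passed fry, which asks another question, whether a list differs from no change and not from other genes. Among 2146 list results under alternatives, of called and uncalled lists together, 83 were passes of lists not called. Cell cycle genes did not pass in the interaction with dim genes left out (adjusted p = 0.0535). Genes near the array background are not told apart from it here, since detection calls were not used. With the methods' scaling the median difference of all genes in heart moved from 0.09 to -0.04, and genes lower in adults outnumbered higher ones, 2057 against 1679 in heart and 1470 against 1260 in hippocampus.

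Counts of genes are given in the order age in hippocampus, age in heart, pup tissues, adult tissues and interaction, where the main counts were 2925, 3750, 2856, 3580 and 669. With every probe set tested, more tests gave 5396, 7311, 5707, 7967 and 1400. At a false discovery rate of 0.1% limma called 60, 151, 670, 337 and 1, the methods' t-test on biological samples 0, 0, 0, 0 and 1, and the same test on arrays 5, 3, 0, 1109 and 112. At the main threshold the methods' t-test on biological samples called 1034, 67, 953 and 0 genes in the first 4 comparisons, and on arrays 953 between pup tissues, 5490 between adult tissues and 1610 for the interaction. All 14 arrays as samples gave 6137 between adult tissues and 1754 for the interaction, and the RNA sample as a random block 5608 and 1530. Each adult tissue as 1 sample gave 242 and 391 for age, 305 between adult tissues and 0 for the interaction. With only the groups compared, 1654 genes passed for age in heart, from fewer samples. When single samples were left out, counts ranged from 634 to 3844, 1234 to 4229, 1932 to 3661, 1656 to 4329 and 153 to 1002. Except for fewer samples or more tests, the cause was not tested.

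With the replicate number as a block, 1946 genes passed for age in hippocampus and 403 for the interaction, and the study's dendritic list did not pass between pup tissues (adjusted p = 0.0536). By this check the numbers do not pair the samples: deviations of same-numbered pup samples had r of 0.203, -0.092 and 0.0017 and those of adults -0.06, and not every pup sample correlated best with its own number. Eif2s3y was lowest in replicate 2 of both pup tissues, so tissues of the same animal are not excluded.

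The mean correlation between ages with dim probe sets left out was 0.845 in hippocampus and 0.807 in heart. When single samples were left out it ranged from 0.90 to 0.908 and from 0.867 to 0.891. The shared top genes, in the order age in hippocampus, age in heart, pup tissues and adult tissues, were 37.9%, 42.9%, 70.3% and 59.9% for the top 1% and 73.1%, 79.2%, 78.7% and 85.8% for the top 10%. With every probe set they were 67.5%, 75.6% and 84.1% without the pup tissues, which stayed within the interval. When single samples were left out they ranged from 57.6% to 63.1%, 62.5% to 69.3%, 73.5% to 75.4% and 74.5% to 82.5%. The replicate ratio in hippocampus was 1.25 with dim genes left out.

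Counts of called lists with an estimated correlation were 1 for age in hippocampus, 0 for age in heart, 1 between adult tissues and 1 for the interaction, and with fry 10, 17, 13 and 7. With the mean over probe sets they were 10 between adult tissues and 7 for the interaction, and with the highest-variance probe set 9 for the interaction. When single samples were left out they were 3 throughout for age in hippocampus, 7 to 8, 9 to 10, 6 to 10 and 3 to 6.

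Another choice of probe set turned the direction of some genes, and the cause was not tested. Gja1 in hippocampus was -0.55 with the mean over probe sets and -1.31 with the highest-variance probe set. Without probe sets that can match several transcripts, Atp5pb and Rps18 were 0.37 and 1.61 for age in hippocampus, Rrm2, Plagl1, Acta2 and Rps18 were 0.35, 2.49, 1.81 and 0.94 for age in heart, and Rrm2 was 0.52 between pup tissues. With the highest-variance probe set, Atp2a2 and Dcx were 0.66 and -2.80 for age in hippocampus, Igf2 was 2.16 for age in heart and the interaction of Tcf7l2 was 2.12.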

Other observations

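Tests of heart transcripts, RNA source and Efcab6 below and the splits of pup samples were chosen only after the results were seen, and list members named here were named after their values were seen. In the first 3 paragraphs, adjusted p are those of camera for the list. Of 12 endothelial genes in heart, 7 did not pass, while Cdh5, Kdr, Tek and Esam fell (-3.43, -3.28, -2.14 and -1.86) and Egfl7 rose by 1.39 (4 lower and 1 higher, the same adjusted over the list alone, list adjusted p = 0.129). In hippocampus Robo4 and Cdh5 fell (-3.05 and -2.03) and 0 rose (adjusted p = 0.462, 2 lower adjusted over the list alone). Among immune lists, none of which passed in heart, of 15 genes of antigen presentation and interferon, Tap1, Ifit1, H2-Eb1 and H2-Ab1 rose by 2.56, 1.55, 1.11 and 0.80 (adjusted p = 0.314), and of 11 thymus and T cell genes Cd3e and Themis rose by 1.64 and 1.51 (adjusted p = 0.129). In hippocampus Tap1 rose by 0.89 (adjusted p = 0.462). Of 18 microglia and macrophage genes, Lyz2 rose by 1.65 and Mrc1 fell by 3.34 in hippocampus (adjusted p = 0.642), and Itgam rose by 0.82 in heart (adjusted p = 0.697). Of lists of other tissues tested in heart, none passed, and the called members were Tnni2 and Atp2a1 of skeletal muscle (1.43 and 0.81, adjusted p = 0.15), Cidec of adipocytes (2.73, adjusted p = 0.592) and Sftpc and Scgb1a1 of lung (1.36 and 1.20, adjusted p = 0.419). Of 9 erythroid genes, Hba-a1 and Slc4a1 rose by 2.42 and 1.37 and Hbb-b2 and Hba-a2 fell (-1.20 and -0.95) in heart (adjusted p = 0.964), and 0 were called in hippocampus (limma, adjusted p = 0.462). With adjustment over the list alone, counts higher and lower were 3 and 0 for thymus, 1 and 0 for skeletal muscle, 3 and 1 for lung, 2 and 3 for erythroid and 0 and 0 for microglia genes in heart, 0 and 0 for antigen presentation in hippocampus, and otherwise the same.

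The clock list did not pass in either tissue, and its called members differed: Hlf, Cry2 and Dbp rose by 1.67, 1.16 and 0.88 in hippocampus (adjusted p = 0.479), while Cry1, Nr1d2, Npas2 and Dbp fell (-1.87, -1.64, -1.42 and -1.06) in heart (adjusted p = 0.419, with a list median of 0.12 and mean of -0.15). The interaction passed for Dbp (-1.95), Cry2 (-1.60) and Nr1d2 (-2.51). The chaperone genes Hspa8, Hspd1 and Dnajb1 fell (-3.25, -2.34 and -1.20) in hippocampus (adjusted p = 0.462, with a list median of 0.00 and mean of -0.47) and in heart (-2.69, -2.51 and -0.91, adjusted p = 0.15), and Hspe1 rose by 1.39 and 1.11. Of 16 immediate early genes, Arc rose by 1.32 and Klf4 and Ccn1 fell (-4.59 and -2.01) in hippocampus (adjusted p = 0.657, with a list median of 0.20 and mean of -0.10), and Junb rose by 1.73 and Dusp1 and Jun fell (-1.98 and -0.99) in heart (adjusted p = 0.339). In hippocampus the cell cycle genes Mcm6, Prc1 and Cenpa rose and Rrm2, Bub1b, Aurka and Plk1 fell (adjusted p = 0.462). There the matrix genes Vcan and Sparc rose and Col4a2, Tnc, Postn, Col1a2 and Col4a1 fell (adjusted p = 0.462, with a list median of 0.01 and mean of -0.27). Lpl, Hadh and Cpt2 of fatty acid oxidation fell (-3.28, -1.88 and -1.43, adjusted p = 0.462, with a list median of 0.02 and mean of -0.13), and Ldha, Pgam1 and Pgk1 of glycolysis fell too (-3.05, -2.34 and -1.72, adjusted p = 0.193). When adjusted over the list alone, 3 immediate early genes were higher and 2 lower in hippocampus and 4 cell cycle genes higher and 5 lower, and the other lists had the same counts.

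Genes of the nervous system went both ways with age in heart. Of 26 immature neuron genes 4 rose (Dbn1, Marcksl1, Mapt and Tbr1) and 4 fell (Sox4, Tubb2b, Stmn1 and Nrep; adjusted p = 0.592). Syn1 and Gria2 of the synaptic list rose and Vamp2, Cplx2, Grin2b and Syt1 fell (adjusted p = 0.497), Cnp and Myrf of the myelin list rose and Tspan2, Qdpr and Cldn11 fell (adjusted p = 0.964), and Aldoc and Aldh1l1 of the astrocyte list rose and Sparcl1 fell (adjusted p = 0.637). Of the genes the study discussed for dendrites, which are not independent evidence, Rab10 and Camk2n2 fell in hippocampus (-2.63 and -1.37, adjusted p = 0.462), and in heart Dcc, Kcnab1, Syt17 and Syt12 rose and Rab10 and Syt1 fell (adjusted p = 0.42). Of its 7 in situ probe genes Hnrnpk and H2az1 fell (-2.69 and -2.05) in hippocampus (adjusted p = 0.462, with a list median of 0.38 and mean of -0.39) and in heart (-3.37 and -2.95, adjusted p = 0.15). Between adult tissues, the myelin list (5 higher and 2 lower of 21), the matrix list (1 higher and 7 lower of 24) and the ribosomal list (2 higher and 2 lower of 45) had adjusted p of 0.0532, 0.0546 and 0.0624. They stayed uncalled in 9, 9 and 15 of 19 alternatives, with adjusted p from 0.000109 to 0.143, 0.0214 to 0.422 and 0.00787 to 0.625. With adjustment over the list alone, counts higher and lower were 6 and 5 for immature neuron, 3 and 3 for myelin, 2 and 0 for astrocyte and 6 and 2 for dendritic genes in adult against pup heart, and 6 and 2 for myelin, 2 and 9 for matrix and 0 and 0 for ribosomal genes between adult tissues.

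Some heart muscle transcripts lay higher in pup hippocampus sample 1 than in sample 3. The median difference of all 178 heart-enriched genes, sample 1 minus sample 3, was 0.042, inside the central 95% of lists matched on level (upper end 0.130, highest list 0.227), that of sample 2 minus sample 3 was 0.0077 with 90 genes higher, and a second part, on the 15 genes at least 6 lower in adult hippocampus than in pup heart, was added after that was seen. For these the median was 2.51, 14 of 15 were higher in sample 1, and the median of sample 2 minus sample 3 was 0.842, with Tnni3, Tmem182, Idh2 and Aplnr lower in sample 2. A brighter array for sample 1 is argued against, since matched lists reached at most 0.713. The skeletal muscle list had a median of 0.0027. That cannot decide on skeletal muscle, because its genes with low values in adult hippocampus were not tested apart. All 178 genes together cannot decide on RNA from heart, since a small share raises only genes far lower in hippocampus than heart. Among the 15 the share of the heart level needed had a median of 2.39%. It ran from -0.229% for Smpx to 9.86% for Aplnr and 41.6% for Actc1, whose heart value lies close to the highest array value. The excess of the 15 would be seen with RNA from heart and also with expression in the dissected tissue, so these cannot be told apart.

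Ribosomal protein transcripts were lower in adults of each tissue, by a median of -1.33 in hippocampus and -1.79 in heart, but with an estimated correlation the lists had adjusted p = 0.316 and adjusted p = 0.202. Compression of bright values in the adult arrays is argued against, since the central 95% of lists matched on level had medians of -0.19 to 0.44 in hippocampus and -0.32 to 0.30 in heart, and the lowest had -0.55 and -0.59. Another RNA source, preparation or array batch for the adults cannot be told apart from age, because every adult array differed in it, and the hybridization controls of the adult arrays differed by -2.39. Age stays open and was not tested apart from these.

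Efcab6 was higher in adults of each tissue on average. Of 8 adult arrays 6 lay at 14.34 to 14.94, both arrays of hippocampus replicate 2 and of heart replicate 1 among them, against 6.69 to 7.69 in the pup arrays. Each other adult RNA had 1 low array, with technical arrays that differed by 6.43 in hippocampus and 6.83 in heart. A fault of single arrays and age cannot be told apart from these values, because the gaps raised the question and every adult array had another RNA source. The lowest adult array lay 0.218 above the highest pup array.

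Hmgcs1 differed by -5.15 in adult hippocampus, while the list of 16 genes of cholesterol synthesis did not pass (camera p = 0.229 with an estimated correlation and 0.110 at the preset one), with Cyp51, Tm7sf2 and Dhcr7 lower. Among 10 splits of the 6 pup samples into groups of 3, 1 gave as many genes as the split by tissue, which was that split itself with 2856, and the highest other count was 4, and the splits are too few for a share under 0.05. The Y-linked gene Eif2s3y had values of 6.19 and 6.05 in replicate 2 of pup hippocampus and pup heart, and 8.27 to 9.66 in the other pup samples.

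On deposited values without the centring and scaling of the methods, their t-test on arrays at a false discovery rate of 0.1% found 5 genes in hippocampus and 3 in heart. These counts are higher than those the study reported, whose methods describe centred and scaled arrays.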
